# The role of retinoic acid in hepatic lipid homeostasis defined by genomic binding and transcriptome profiling

**DOI:** 10.1186/1471-2164-14-575

**Published:** 2013-08-28

**Authors:** Yuqi He, Lei Gong, Yaping Fang, Qi Zhan, Hui-Xin Liu, Yanliu Lu, Grace L Guo, Lois Lehman-McKeeman, Jianwen Fang, Yu-Jui Yvonne Wan

**Keywords:** Nuclear receptor, Retinoids x receptor, Retinoic acid receptor, Farnesnoid x receptor, Peroxisomal proliferator-activated receptor α, Liver x receptor, Pregnane x receptor, Chromatin immunoprecipitation, Sequencing, Microarray

## Abstract

**Background:**

The eyes and skin are obvious retinoid target organs. Vitamin A deficiency causes night blindness and retinoids are widely used to treat acne and psoriasis. However, more than 90% of total body retinol is stored in liver stellate cells. In addition, hepatocytes produce the largest amount of retinol binding protein and cellular retinoic acid binding protein to mobilize retinol from the hepatic storage pool and deliver retinol to its receptors, respectively. Furthermore, hepatocytes express the highest amount of retinoid x receptor alpha (RXRα) among all the cell types. Surprisingly, the function of endogenous retinoids in the liver has received very little attention.

**Results:**

Based on the data generated from chromatin immunoprecipitation followed by sequencing, the global DNA binding of transcription factors including retinoid x receptor α (RXRα) along with its partners i.e. retinoic acid receptor α (RARα), pregnane x receptor (PXR), liver x receptor (LXR), farnesoid x receptor (FXR), and peroxisome proliferator-activated receptor α (PPARα) has been established. Based on the binding, functional annotation illustrated the role of those receptors in regulating hepatic lipid homeostasis. To correlate the DNA binding data with gene expression data, the expression patterns of 576 genes that regulate lipid homeostasis were studied in wild type and liver RXRα-null mice treated with and without RA. The data showed that RA treatment and RXRα-deficiency had opposite effects in regulating lipid homeostasis. A subset of genes (114), which could clearly differentiate the effect of ligand treatment and receptor deficiency, were selected for further functional analysis. The expression data suggested that RA treatment could produce unsaturated fatty acids and induce triglyceride breakdown, bile acid secretion, lipolysis, and retinoids elimination. In contrast, RXRα deficiency might induce the synthesis of saturated fatty acids, triglyceride, cholesterol, bile acids, and retinoids. In addition, DNA binding data indicated extensive cross-talk among RARα, PXR, LXR, FXR, and PPARα in regulating those RA/RXRα-dependent gene expression levels. Moreover, RA reduced serum cholesterol, triglyceride, and bile acid levels in mice.

**Conclusions:**

We have characterized the role of hepatic RA for the first time. Hepatic RA mediated through RXRα and its partners regulates lipid homeostasis.

## Background

The eyes and skin are obvious retinoid target organs. Vitamin A deficiency causes night blindness and retinoids are widely used to treat acne and psoriasis. However, more than 90% of total body retinol (retinylpalmitate, the storage form) is stored in liver stellate cells [1]. In addition, hepatocytes produce the largest amount of retinol binding protein and cellular retinoic acid binding protein to mobilize retinol from the hepatic storage pool and deliver retinol to its receptors, respectively [2]. Furthermore, hepatocytes express the highest amount of retinoid x receptor alpha (RXRα) among all the cell types. Surprisingly, the function of endogenous retinoids in the liver has received very little attention. Thus, the current study aims to identify the bona fide RXRα and RARα targets in the liver.

The broad and complicated roles of retinoids can be explained by the presence of multiple receptors for retinoic acid (RA), the biological active form of retinol. The receptors for RA are retinoic acid receptor (RAR) as well as retinoid x receptor (RXR) [2]. In addition, RXR is essential for many other receptors to function. These receptors for RA belong to a nuclear receptor family whose members are transcriptional factors. Thus, RA exerts its biological effects by regulating gene expression. RXR is unique in that it not only forms homodimers, but also dimerizes with other nuclear receptors, which include receptors for fatty acids (peroxisomal proliferator-activated receptors, PPARs), bile acids (farnesoid x receptor, FXR), oxysterols (liver x receptor, LXR), xenobiotics (pregnane x receptor, PXR, and constitutive androstane receptor, CAR), vitamin D (vitamin D receptor, VDR), and RA (RAR). Hence, most RXR partners participate in regulating lipid homeostasis. Within these heterodimers, RXR can be either a permissive or a silent partner. When RXR serves as a silent partner, the heterodimer does not respond to RA. When it is a permissive (active) partner, RA and the ligand for the heterodimeric partner can both activate the heterodimer. For example, RXR is a permissive partner for PPAR [3]. Similarly, heterodimeric complexes of RXR with LXR [4] or FXR [5] also retain RA responsiveness. Furthermore, retinoids also activate PXR, VDR, and CAR thus are able to thus regulate xenobiotic metabolism and potentially their own oxidation [6-8]. Since most of these receptors are abundantly expressed in the liver, the endogenous RA may regulate many hepatic nuclear receptor-mediated pathways. Therefore, the role of RA in the liver is unpredictable. In order to understand the endogenous function of RA and its receptors, it is crucial to identify RA receptor targets (genes and pathways) genome-wide.

RXRα is highly expressed in the liver [9]. Liver specific RXRα-deficient mice have increased serum triglyceride and cholesterol levels [10,11]. In addition, lack of hepatic RXRα increases sensitivity to alcohol- and non-alcohol-induced steatosis and steatohepatitis [12,13]. Besides regulating lipid metabolism, hepatocyte RXRα also controls xenobiotic [14-16], carbohydrate [17], and amino acid metabolism [17]. These findings indicate that RXRα-mediated signaling has a huge impact on maintaining liver health and in regulating many disease processes.

To understand the global roles of RXRα and RARα at the genomic level, chromatin immunoprecipitation using anti-RXRα and -RARα antibodies followed by sequencing (ChIP-seq) was performed. Since RXRα is an essential partner for other nuclear receptors, we compared ChIP-seq data to RXRα binding locations with locations from previous studies for PXR [18], LXR [19], FXR [20], and PPARα [19]. Meanwhile, the expression levels of the genes responsible for lipid homeostasis were studied in wild type and hepatic RXRα-deficient mouse livers. Both genome-wide DNA-binding and hepatic gene expression data were used to define the role of RA in the liver. Our data uncovered the unknown function of retinoic acid and RXR vs. RAR in the liver. Using different approaches, we showed for the first time that retinoic acid-activated RXRα and RARα have distinct effects. Moreover, the action of retinoic acid in the liver is to regulate lipid homeostasis specifically by reducing serum cholesterol, triglyceride and bile acid levels. The data provided may lead to future development of synthetic retinoid that can target metabolic syndrome or other types of lipid-associated health issues.

## Results

### Genome-wide binding of RXRα, RARα, PXR, LXR, FXR, and PPARα in mouse livers

To understand the global roles of RXRα and RARα at the hepatic genome level, ChIP-seq was performed using anti-RXRα and -RARα antibodies. 

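The binding data analysed here came from the livers of male wild type C57BL/6 mice, whose age is 12 weeks in the paper's methods and 3 months in the sample labels. There were 3 libraries, namely 1 from chromatin precipitated with the anti-RXRα antibody, 1 from input chromatin that was not precipitated, and 1 from chromatin precipitated with the anti-RARα antibody. There were no replicates, so the values describe these libraries and carry no estimate of the variation between mice. For RXRα and input, the authors deposited the signal as whole-number coverage by extended reads in bins of 32 bp on the mouse NCBI37/mm9 genome. The signal of every chromosome (22 of 22) summed to a multiple of 5, the number of bins that 1 read covers, which gave 9999939 reads for RXRα and 9999292 for input. The paper states 18 M uniquely mapped reads for RXRα, while the deposited signal corresponded to 10.0 M reads. The mitochondrial chromosome held 3.64% of the input signal and 0.261% of the RXRα signal. For RARα, the authors deposited a list of 143280 peaks with a position, a summit, a peak score and a false discovery rate, and the depth of this library is unknown from the list. The scores ran from 5 to 382 with a median of 12, and every false discovery rate was below 5%.
A list of RXRα peaks was not used here, and RXRα-bound regions were derived from the signal following the cut off in the paper's methods. Both tracks were scaled to the same mean per bin. A bin was kept where RXRα was at least 20 times the larger of the input in that bin and the mean input, and bins within 200 bp of each other were joined into 1 region. Each RARα summit and each RXRα region midpoint was assigned to the nearest of 22367 transcriptional start sites (TSS), which were the 5′ ends of the protein-coding genes of the GENCODE annotation for the same genome build. Co-localization required an overlap of at least 25% of the narrower interval. Confidence intervals are 95% Wilson intervals, which cover counting error only. They treat peaks and genes as independent. Many RARα peaks directly follow one another, so the intervals of peak shares are likely too narrow.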

Single read sequencing yielded 18 and 32 million uniquely mapped reads for RXRα and RARα, respectively. 

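Of the RARα peaks, 32946 had a score greater than 20, and 18093 of these had their summit within 10 kb from a TSS. These filtered RARα peaks were assigned to 10220 genes. Their median score was 36 and their median width was 521 bp, and 11208 of them (61.9%) lay within 1 kb from the TSS. The RXRα signal gave 42117 regions, of which 15094 lay within 10 kb from a TSS and were assigned to 7614 genes. The median width of the RXRα regions was 128 bp, and their median highest ratio of RXRα over input was 34.8. The setting that moved the number of RARα peaks most among those that relaxed the filter was the omission of the score threshold, which gave 60408 peaks within 10 kb. For RXRα it was a threshold of 5 times input, which gave 73161 regions. In the RARα list, 35.5% of neighbouring peaks were separated by exactly 10 bp. When such abutting peaks were merged, a choice made after seeing the data, 13689 filtered RARα peaks remained.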

After filtering by including peak scores that were greater than 20 and distance within 10 kb from the transcriptional start site, 17,973 peaks were detected for RXRα and 18,697 peaks for RARα. Since RXRα is an essential partner for other nuclear receptors, we compared ChIP-seq data of RXRα with those of PXR [18], LXR [19], FXR [20], and PPARα [19]. 

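Of the filtered RARα peaks, 5986 overlapped an RXRα region, which was 33.1% (95% interval 32.4 to 33.8%), and together they overlapped 5956 RXRα regions. To see what overlap the arrangement of the peaks alone would give, the RARα peaks were shifted along their chromosomes 100 times. The shifted peaks overlapped an RXRα region in 1.06% of cases on average, with a range of 0.884 to 1.28%. The RARα peaks were also moved 100 times to the TSS of another RARα-bound gene at the same distance, and 14.8% of the moved peaks overlapped an RXRα region on average, with a range of 14.3 to 15.5%. The median RXRα enrichment over input across the filtered RARα peaks was 4.53, compared to 0.315 for the shifted peaks and 1.90 for the moved peaks. The share of overlapping peaks moved most with the RXRα threshold. It was 83.8% at 5 times input, 62.2% at 10 times input and 19.6% at 30 times input, while the moved peaks, averaged over 20 draws, gave 48.6%, 31.7% and 7.80%, respectively.

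**Figure D1:**
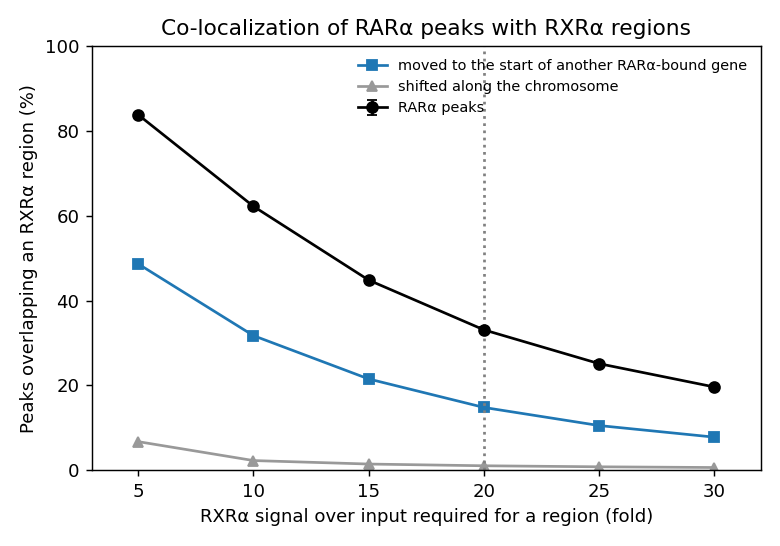
Percentage of filtered RARα peaks that overlap an RXRα region (vertical axis) when RXRα regions are defined at 5 to 30 times the input signal (horizontal axis). Black circles are the RARα peaks with their 95% Wilson intervals, which are smaller than the symbols, blue squares are the mean of RARα peaks moved to the TSS of another RARα-bound gene, and grey triangles are the mean of peaks shifted along the chromosome. The dotted line marks 20 times input, where the RARα peaks reach 33.1%.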

Our data showed that the numbers of peaks, which were commonly bound by RXRα and other nuclear receptors, were 6,577 for RARα, followed by 5,154 for PPARα, 2,846 for FXR, 1,190 for LXR, and 868 for PXR in the mouse liver genome. 

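At the level of genes, 41.2% (95% interval 40.3 to 42.2%) of the genes with a filtered RARα peak had at least 1 RARα peak that co-localized with an RXRα region. This share was 54.1% with RXRα regions at 15 times input, 32.2% at 25 times input and 26.1% at 30 times input. With the threshold lowered to 10 and 5 times input it was 71.2% and 89.6%, so that its side of 50% depended on the threshold. It was 41.7% when 1 bp of overlap was enough and 40.6% when 50% of the narrower interval was required. When the input in the same bin was ignored and the mean input alone was used, a choice made after seeing the data, 65.9% of the RARα-bound genes had co-localized RXRα. The PPARα, FXR, LXR and PXR data were not analysed here.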

RARα had less than 50% overlapping bindings with RXRα while PPARα, FXR, LXR, and PXR had over 85% overlapping bindings with RXRα (Figure 1A). These findings suggest that RXRα is indispensable for the function of PPARα, FXR, LXR and PXR in the mouse liver. In contrast, RARα may work in the absence of RXRα. 

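There were 12107 filtered RARα peaks without an RXRα region, and 6009 RARα-bound genes had no co-localized peak. Peaks with and without RXRα lay at similar distances from the TSS, with 60.0% and 62.9% within 1 kb, respectively. The median RXRα enrichment over input was 9.98 at co-localized peaks and 3.18 at the peaks without an RXRα region. For comparison, RARα peaks that had been moved to another RARα-bound gene and also lacked an RXRα region had a median enrichment of 1.43, and 85.6% of the real peaks without an RXRα region lay above that value. Across the filtered peaks the RARα score and the RXRα enrichment had a Spearman correlation of 0.045, and of 0.399 over all peaks without the score threshold, where peaks are not independent replicates. The highest scores among peaks without an RXRα region were 308 at Junb (chromosome 8, 87502341 to 87503101, in the untranslated region), 277 at Ing1 (chromosome 8, 11557441 to 11558201, intronic) and 272 near Gm11175 (chromosome 8, 73221941 to 73223370, outside the gene), with RXRα enrichments of 2.74, 6.97 and 4.19. The highest scores among co-localized peaks were 278 at Polr2a (chromosome 11, 69571921 to 69572481), 276 at Errfi1 (chromosome 4, 150228751 to 150230251) and 276 at Hspa8 (chromosome 9, 40609161 to 40609771), all in untranslated regions, with RXRα enrichments of 8.69, 2.57 and 10.3. A DNA motif that resembles that of the insulator protein CTCF was present within 100 bp of the summit in 9.09% of the peaks without an RXRα region and 3.44% of the co-localized peaks, compared to 0.665% and 0.610% in their flanks. The contrast lay mainly at 1 to 10 kb from the TSS, where the shares were 19.3% without an RXRα region and 5.30% with one. Within 1 kb they were 3.06% and 2.20%. From the lower overlap with RXRα for RARα than for the other nuclear receptors, the paper proposes that RARα may work in the absence of RXRα.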

More than 4000 of RARα binding genes were bound by RXRα, and occupied 56% of total RXRα bindings, followed by PPARα (43%), FXR (25%), LXR (12%), and PXR (8%). 

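Counted by the RARα peaks, 4211 genes had a RARα peak that co-localized with an RXRα region. Of these genes, 4150 were also the nearest gene of an RXRα region within 10 kb, which was 54.5% (95% interval 53.4 to 55.6%) of the RXRα-bound genes. That region need not be the one that overlaps the RARα peak. The counts differ because a RARα summit and the midpoint of an overlapping RXRα region can have different nearest genes. The share of RXRα-bound genes was 59.4% with RXRα regions at 10 times input and 49.0% at 5 times input. It moved most with the RARα score, as 23.3% of the RXRα-bound genes remained with RARα scores greater than 50 and 5.02% with scores greater than 100. Without the condition of a common location, 5846 genes had both a filtered RARα peak and an RXRα region within 10 kb.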

The well-known lipid regulators including PPARα, FXR, LXR, and PXR bound to almost 50% of RXRα-bound regions suggesting the extensive role of RXRα in regulating lipids.

**Figure 1:**
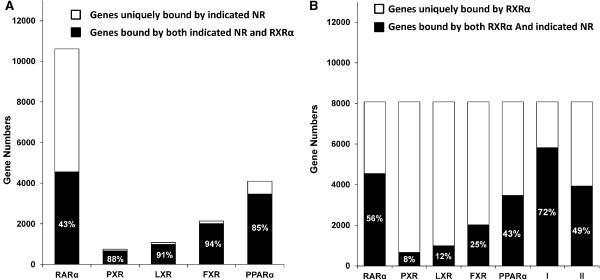
**Histograms showing genome-wide binding of RXRα/nuclear receptor in wild type mouse livers. (A)** The overlapping binding between indicated nuclear receptor (NR) and RXRα. **(B)** The preferential dimerization of RXRα with nuclear receptors. The number and percentage of genes bound by RXRα and indicated nuclear receptors are shown in black. The binding occurs in the same location within a gene. I: the number and percentage of overlapping binding between RXRα and any one of the indicated nuclear receptors. II: the number and percentage of overlapping binding between RXRα and any one of PXR, LXR, FXR, and PPARα.

Cluster and principal component analysis (PCA) were performed using the binding data. Overlapping bindings between RXRα and RARα, PPARα, FXR, LXR, and PXR were analyzed. According to the length of the vertical branches (Figure 2A), LXR and PXR were clustered into one basic group. FXR was clustered into a subgroup with LXR and PXR. PPARα, PXR, LXR, and FXR were classified into another group. However, RARα was distant from the others. The same datasets were subjected to PCA analysis. After dimension deduction, two components were picked to describe the global properties of the samples. The two-dimension score plot showed that LXR and PXR had the shortest distance, implying their properties on the genome-wide binding level were most similar (Figure 2B). The distance between FXR and LXR/PXR was shorter than the distances between other receptors and LXR/PXR. RARα was far from all other nuclear receptors. Thus, the information generated from the PCA and cluster analysis was consistent. The difference among the binding profiles of PXR, LXR, FXR, and PPARα were described by component 2 while the difference between the binding profile of RARα and those four nuclear receptors were described by component 1 in the PCA.

**Figure 2:**
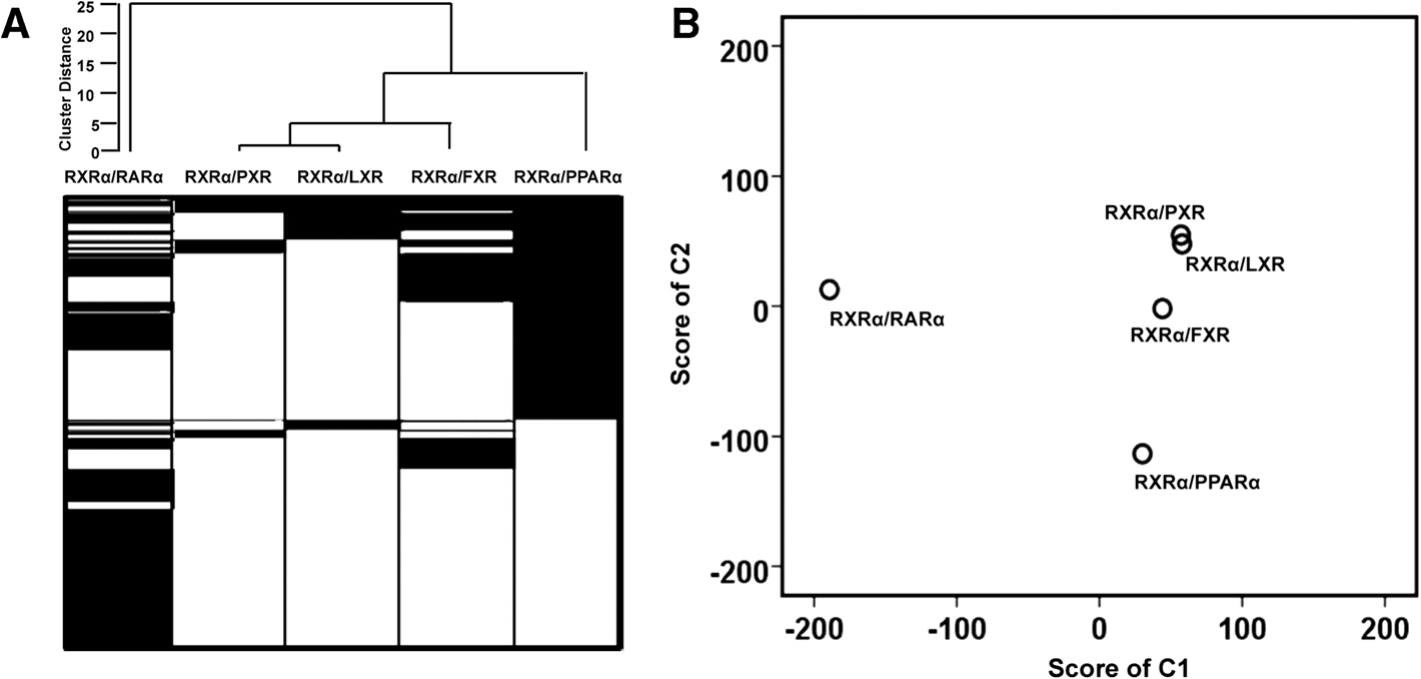
**Genome-wide profiling of RXRα/nuclear receptor binding sites. (A)** A dendogram was generated by cluster analysis to show RXRα/nuclear receptor (NR) binding sites. Each horizontal line represents a binding site. White regions indicate there is no peak called. The lengths of the vertical lines represent the distance between the sets of target genes for the nuclear receptors when clustered. **(B)** A score plot of PCA analysis for RXRα/nuclear receptors binding sites. Scores of component 1 and 2 were obtained from the linear combination of all the nuclear receptors binding sites.

### Function analysis of the genes that have overlapping binding sites between RXRα and each of RARα, PXR, LXR, FXR, and PPARα

To understand the potential biological role of genes likely to be targeted by RXRα-heterodimers, DAVID functional annotation was performed. The top ten processes for each of the heterodimers formed by RXRα and other nuclear receptors were investigated in this study (Table 1). Although common pathways among these heterodimers, such as carboxylic acid catabolic process, organic acid catabolic process, and oxidation reduction, appeared in the top 10 pathways, the heterodimers still have their unique biological functions. 

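DAVID was not rerun here, and gene families defined by their symbols before the data were examined were counted in its place. Among 22225 protein-coding gene symbols, 45.9% had a filtered RARα peak, 34.2% had an RXRα region and 18.9% (95% interval 18.4 to 19.5%) had a RARα peak co-localized with RXRα. Among 100 genes of RNA processing families (Srsf, Snrp, Hnrnp, Prpf, Sf3 and Ddx), 85% had a RARα peak, 39% had an RXRα region and 22% (15 to 31.1%) had both at the same location. Among 164 genes of protein transport families (Vps, Snx, Sec, Rab, Copb and Arf), these shares were 80.5%, 48.2% and 29.3% (22.8 to 36.6%). The mitochondrial ribosomal proteins had co-localized peaks in 33.8% (24.2 to 44.9%) of 77 genes. The genes with symbols that begin with Rpl or Rps, not all of which need encode ribosomal proteins, had them in 20.1% (14.4 to 27.4%) of 144 genes. For comparison, co-localized peaks were present in 50.0% (37.1 to 62.9%) of 54 fatty acid genes (Acad, Acot, Acsl, Acaa, Hadh, Cpt, Elovl and Fabp), 30.6% (22.4 to 40.3%) of 98 Cyp genes, 28.6% (13.8 to 50.0%) of 21 Ugt genes, 25.8% (21.5 to 30.6%) of 353 Slc genes and 32% (20.8 to 45.8%) of 50 Abc genes. Of the RARα-bound genes, 25.9% of the RNA processing families, 36.4% of the protein transport families and 76.9% of the Cyp genes had co-localized RXRα, compared to 41.2% over all symbols. The intervals of the RNA processing families, the Rpl and Rps genes and the Ugt genes include the share over all symbols. Those of the protein transport families, the mitochondrial ribosomal proteins, the fatty acid genes, the Cyp genes, the Slc genes and the Abc genes lie above it. The families were not matched with the other symbols on expression in liver. A share above that of all symbols therefore need not reflect the function of the family.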

RXRα-RARα uniquely regulated protein transport, localization, and RNA processing. The heterodimers of RXRα and PXR, LXR, FXR, and PPARα have a great impact on various lipid processing pathways. For example, RXRα-PPARα and RXRα-LXR tend to bind to the genes involved in acylglycerol, glycerol ether, and neutral lipid metabolic processes, which are fatty acid derived. In addition, RXRα-PPARα distinctly binds to the genes that are involved in fatty acid metabolic processes, and RXRα-LXR is more prone to bind to the genes that participate in steroid metabolic process. In addition to steroid metabolic process, RXRα-FXR also tends to bind to genes that dictate lipid transport and regulate steroid and monosaccharide homeostasis. RXRα-PXR targets specific biological processes like regulating pyruvate and carbohydrate biotransformation, but it also has a role in acute-phase response, acute inflammatory response, and response to wounding. Taken together, RXRα-RARα targeted protein and RNA processes while RXRα-PXR/LXR/FXR/PPARα targeted homeostasis regulation of small molecules, which include monosaccharide and lipids.

**Table 1:** Common and unique biological function of genes bound by RXRα coupled with RARα, PXR, LXR, FXR and PPARα

**Pathways**	**RARα**	**PXR**	**LXR**	**FXR**	**PPARα**
Acylglycerol metabolic process			1.9E-07		3.8E-10
Neutral lipid metabolic process			2.7E-07		9.4E-10
Glycerol ether metabolic process			2.7E-07		1E-10
Organic ether metabolic process					4.5E-11
Carboxylic acid catabolic process	6.1E-11	7.3E-07	2.8E-08	1.9E-09	6.1E-11
Organic acid catabolic process	6.1E-11	7.3E-07	2.8E-08	1.9E-09	6.1E-11
Coenzyme metabolic process	9.4E-13			2E-07	1.7E-10
Cofactor metabolic process	1.6E-17	3.0E-06		2.1E-07	2E-11
Fatty acid metabolic process					1.8E-12
Oxidation reduction	1.7E-23	1E-11	1.4E-16	6.1E-14	3.4E-28
Sterol homeostasis			7.2E-08		
Cholesterol homeostasis			7.2E-08		
Lipid homeostasis				4.8E-07	
Lipid transport				2E-07	
Hexose metabolic process				2.1E-07	
Steroid metabolic process			2.6E-11	2E-08	
Monosaccharide metabolic process				1.4E-07	
Pyruvate metabolic process		1.3E-05			
Acute-phase response		3.2E-05			
Cellular carbohydrate biosynthetic process		5.9E-06			
Acute inflammatory response		7.3E-07			
Glucose metabolic process		0.00001			
Response to wounding		3.5E-07			
Electron transport chain	2.7E-10				
ncRNA metabolic process	4.2E-15		1.8E-09		
mRNA processing	6.7E-16				
Translation	7E-16				
RNA processing	8.8E-16				

Numbers in the table represent the *p* value given by DAVID.

### Global profiling of the expression of lipid homeostasis genes in wild type and RXRα KO mice treated with and without RA

Hepatic RXRα KO mice have elevated serum cholesterol and triglyceride levels [21], and the majority of PXR, LXR, FXR, PPARα-bound genes were also bound by RXRα. We next tested a hypothesis that RA and hepatic RXRα could regulate lipid homeostasis in the mouse liver via RXRα and its heterodimeric partners. The expression levels of the lipid homeostasis genes (579) in the KEGG pathway database were studied in wild type and hepatic RXRα KO mice treated with and without RA. The PCA score plot showed that RA treatment of wild type mice caused a downward shift in C2 from the untreated control group (Figure 3A). In contrast, an upward shift was found due to hepatic RXRα deficiency in comparison to the untreated wild type mice. Thus, RA treatment and RXRα deficiency had opposite effects. In addition, no significant change was noted when RA was used to treat hepatic RXRα KO mice. These findings unequivocally prove that the effects of RA on regulating those lipid homeostasis genes were RXRα dependent. Score plot (Figure 3A) indicates component 2 made a contribution to distinguish groups of control, RA-treated, and RXRα-deficient mice. Thus, 114 out of 579 genes with high loading values (>0.5 or < -0.5) in component 2 were selected for further analysis (Figure 3B). Among them, 55 genes were induced by RA and had decreased expression levels due to RXRα deficiency. The other 59 genes, whose expression levels were suppressed by RA, had increased expression levels due to a lack of RXRα. Thus, the expression levels of those 114 lipid-related genes are ligand (RA)-responsive and receptor (RXRα)-dependent. Based on the known function of those genes described in KEGG and PubMed, the role of those 114 genes was assigned and summarized in Table 2. Remarkably, RA regulated many genes involved in certain pathways. For example, RA decreased the expression of 10 genes in the cholesterol biosynthesis pathway, but did not increase the expression of any other genes in the same pathway. Thus, it is very likely that RA inhibited the biosynthesis of cholesterol in an RXRα-dependent manner. RA also induced the expression of 13 genes in the RA elimination process and yet did not reduce the expression of any gene in the same process. Thus, RA can self-regulate its own level. Furthermore, RA also induced the expression of 9 genes in the biosynthesis of unsaturated fatty acids responsible for anti-inflammation. Since there was no inhibition of gene expression in the same pathway, it is very likely that RA up-regulates the synthesis of unsaturated fatty acids and has an anti-inflammatory role. 

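The 96 genes that Figure 5 names were looked up in the RXRα signal of wild type liver. An RXRα region within 10 kb from the TSS was present for 95 of them (95% interval 94.3 to 99.8%), and the remaining gene was Cyp2c29. Random lists of 96 protein-coding genes, drawn 10000 times without matching on expression, had 32.8 genes with an RXRα region on average and at most 50. The figure chose these genes from 114 by binding of RXRα and a partner receptor, so a count above that of random lists follows from the selection and is no separate evidence. The median number of RXRα regions was 3 per Figure 5 gene, compared to 1 over all RXRα-bound genes. The highest ratio of RXRα over input per gene had a median of 64.7 and ran from 21.6 at Aldh7a1 to 200.8 at Mgll. At Cyp2c29 the highest bin within 10 kb held 5 RXRα reads and 0 input reads, a ratio of 8.30 with the input set to its mean. With the region required within 1 kb from the TSS, 68 of the 96 genes kept one. The paper's Results, Figure 5 and Discussion give different counts of the 114 genes with RXRα binding, and the 95 genes found here are set against Figure 5 only. The other genes of the 114 and the expression data were not analysed here.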

ChIP-Seq data indicated that most of the genes (87 out of 114) had RXRα binding implying direct gene regulation.

**Figure 3:**
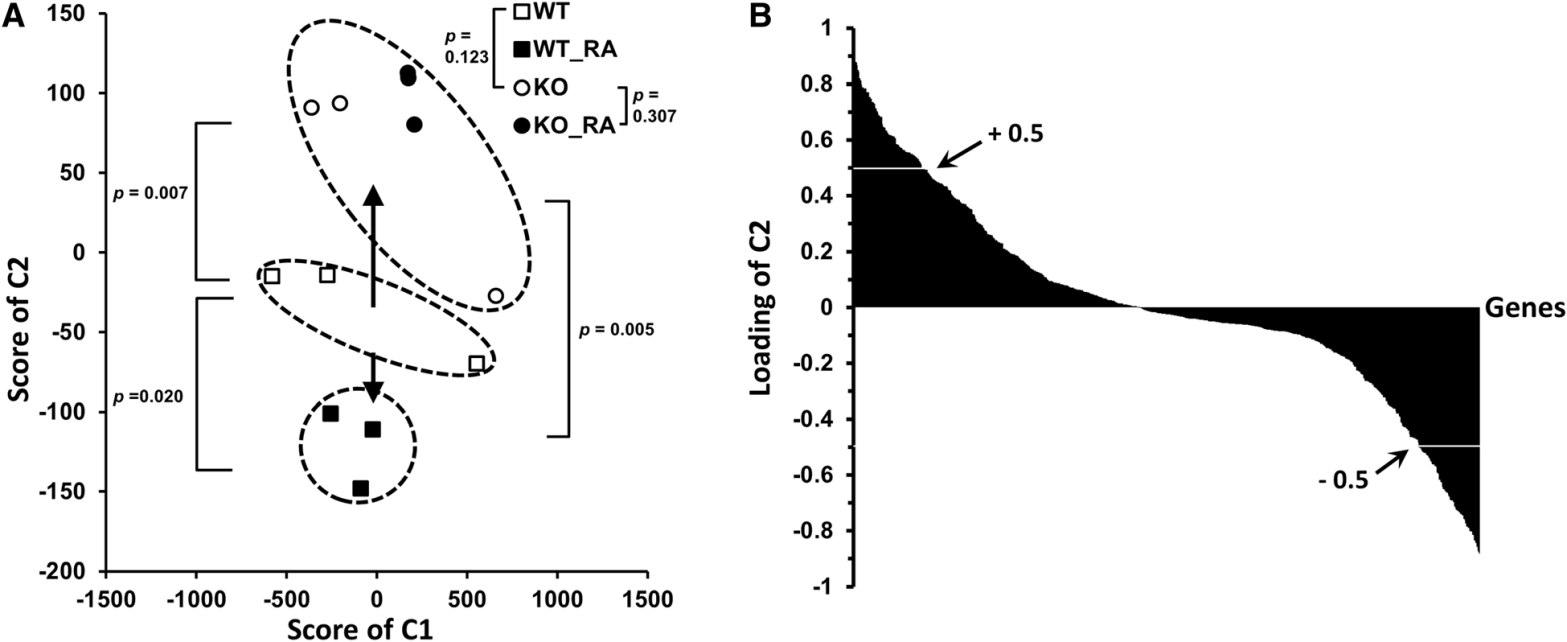
**PCA of the expression level of 579 lipid genes in wild type and hepatic RXRα-KO mice treated with and without RA.** Wild type and hepatic RXRα KO mice were treated with and without RA for 7 days (150 mg/kg diet, n = 3). The expression of 579 genes involved lipid homeostasis was studied. **(A)** Score plot of PCA showing the difference among the groups. Spots within an ellipse belong to the same group. Arrows represent the direction separating groups from the wild type (WT) mice (open square □). There is no significance in the C1component observed across all groups. **(B)** A histogram that shows the loading value of genes on C2. Genes with high loading value (≥ 0.5) on C2 had higher mRNA levels in RXRα KO than wild type livers. In contrast, genes with low loading value (≤ -0.5) on C2 had increased mRNA levels due to RA treatment.

**Table 2:** Biological functions responding to RA treatment and RXRα knockout in wild type mice

	**Gene number (with RXRα bindings)**							
**Biological functions**	**RA induced & RXRα KO repressed**				**RA repressed & RXRα KO induced**			
Lipid droplet growth		1	(0)			2	(2)	
Transportation of bile aicds for bile excretion		1	(0)			0		
Dehydrogenation of saturated fatty acids to unsaturated fatty acids		3	(2)			0		
Biosynthesis of glycerol phosphalipids		4	(3)			1	(1)	
Tryglyceride degration		4	(3)			0		
Biosynthesis of unsaturated fatty acids responsible for aniti-inflammation		9	(7)			0		
Elimination of retinoic acids		13	(11)			0		
Biosynthesis of bile acids		4	(4)			4	(4)	
Biosynthesis of retinoic acids		1	(1)			2	(2)	
Biosynthesis of saturated fatty acids		5	(5)			10	(10)	
Degradation of glycerol phosphalipids		1	(1)			4	(4)	
Degradation of saturated fatty acids		10	(10)			5	(5)	
Elimination of steroid hormones		3	(3)			5	(5)	
Fat digestion and absorption		3	(3)			7	(7)	
Lipid droplet breakdown (fat mobilization)		1	(1)			1	(1)	
Recycle of bile acids via hepatic-intestine		1	(1)			3	(3)	
S1P degradation		1	(1)			1	(1)	
Transportation of bile aicds for kidney excretion		2	(2)			3	(3)	
DHS1P degradation		1	(1)			0		
Elimination of unsaturated fatty acids (PGE2) responsible for lipolysis inhibition		1	(1)			0		
phosphatidylcholine to phosphatidylethanolamine		1	(1)			0		
Sphingolipid biosynthesis		1	(1)			0		
SPH (SM) degradation		0				1	(0)	
Biosynthesis of cholesterol		0				10	(10)	
Biosynthesis of steroid hormone		0				1	(1)	
Biosynthesis of tryglycerides		0				1	(1)	
Biosynthesis of unsaturated fatty acids responsible for pro-inflammation		0				1	(1)	
Breakdown of phosphalipid to form unsaturated fatty acids		0				1	(1)	
Elimination of cholesterol (from cyculation back to liver for catabolism)		0				1	(1)	
Elimination of cholesterol via steoid hormone pathway		0				1	(1)	
Phosphatidylethanolamine to phosphatidylcholine		0				1	(1)	

Taken together, ligand (RA) treatment and hepatic RXRα deficiency resulted in opposite effects. Figure 4 summarizes the effect of RA and hepatic RXRα deficiency on lipid homeostasis. RXRα deficiency tends to favor saturated fatty acids, triglyceride, cholesterol, and bile acids synthesis. In contrast, RA treatment leads to unsaturated fatty acids and phospholipid synthesis and lipolysis as well as triglyceride breakdown.

**Figure 4:**
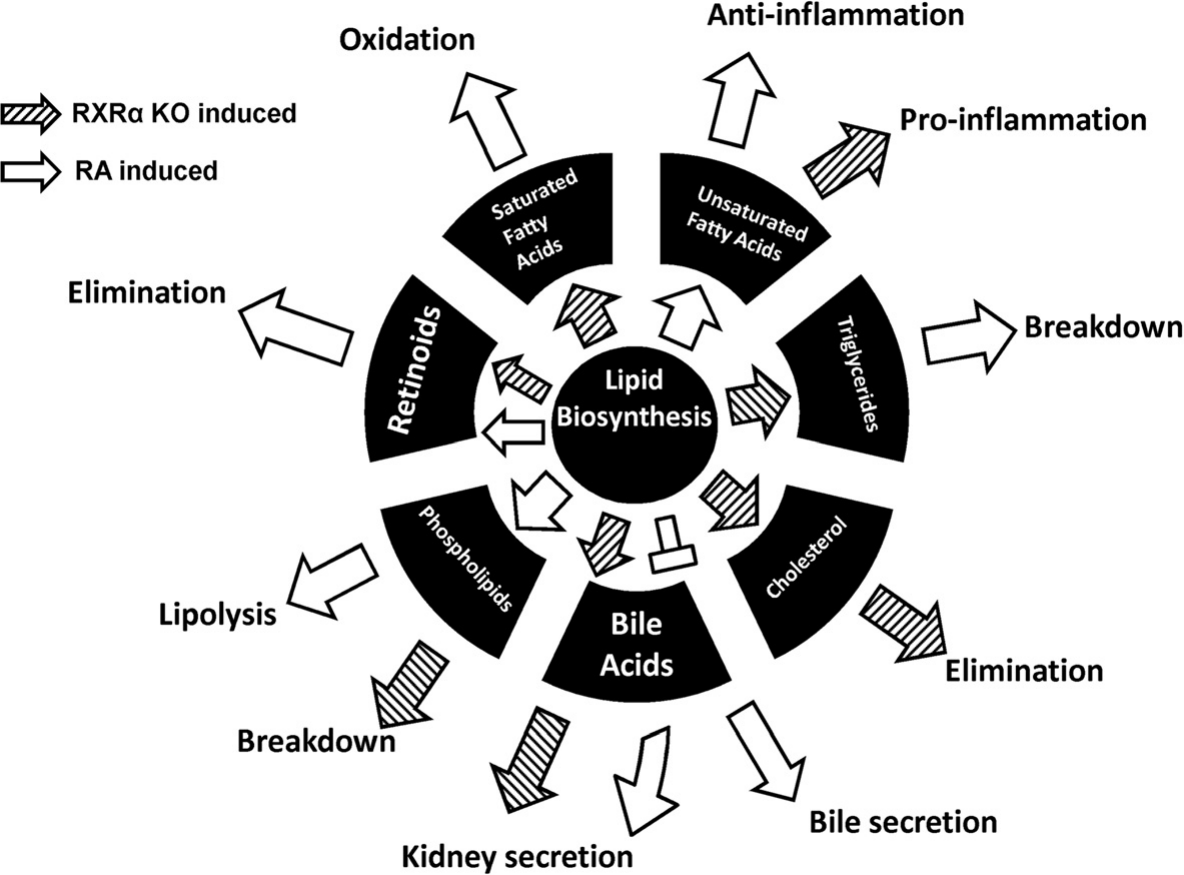
**Lipid synthesis and metabolism pathways regulated by RA treatment and RXRα deficiency.** The diagram represents the effect of RA treatment and RXRα deficiency on the expression of 114 lipid genes based on PCA analysis. Fifty-five genes were induced by RA and inhibited due to the lack of RXRα, and fifty-nine of them were induced because of RXRα deficiency and RA suppressing. Gene functions were obtained from the KEGG database and confirmed in PubMed gene database. The arrows inside the circle represent the lipid synthesis processes, and the outer arrows represent the lipid elimination processes. The “T” sign represents inhibition and all arrows represent inductions.

### Binding of RA/RXRα responsive genes by other nuclear receptors

Additional analysis was done to understand which other nuclear receptors may be involved in regulating the expression of these 114 RA/RXRα target genes, which have a role in lipid homeostasis. The binding data generated in the current study (RXRα and RARα) were compared with the binding data of PXR, LXR, FXR, and PPARα. Figure 5 shows overlapping genes with RXRα-heterodimers, as assessed by overlapping binding of RXRα and other nuclear receptors. The data were organized by the number of different nuclear receptors binding the genes. For example, motifs located in the Abca1, Abhd5, Acsl, and Aldh3a2 genes could be bound by RXRα and all five nuclear receptors. 

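In the RXRα and RARα libraries, each of these genes had a RARα peak that co-localized with an RXRα region. Coordinates are those of NCBI37/mm9. Abca1 (ENSMUSG00000015243.4, chromosome 4, TSS at 53172767 on the minus strand) had 2 RARα peaks, which were both co-localized. The stronger peak, from 53172521 to 53173170 over the TSS and the untranslated region, had a score of 124 and an RXRα enrichment of 33.0. Abhd5 (ENSMUSG00000032540.8, chromosome 9, TSS at 122260726) had 1 RARα peak from 122260461 to 122261211 with a score of 154 and an RXRα enrichment of 13.0, while its strongest RXRα region, with a ratio of 99.6, was 5754 bp downstream of the TSS. Acsl1 (ENSMUSG00000018796.6, chromosome 8, TSS at 47556395), taken here for Acsl, had 18 RARα peaks that followed each other from just upstream of the TSS into the gene, of which 4 were co-localized. Its strongest RARα peak, with a score of 184 from 47556241 to 47556931, had an RXRα enrichment of 3.47 and was not co-localized, as the strongest RXRα region, from 47555617 to 47556160, lay just upstream under the neighbouring RARα peak. The strongest co-localized peak of Acsl1 was intronic, from 47562961 to 47563951, with a score of 77 and an enrichment of 11.8. Aldh3a2 (ENSMUSG00000010025.11, chromosome 11, TSS at 61080966 on the minus strand) had 3 RARα peaks. Its strongest peak, with a score of 60 in the untranslated region, had an RXRα enrichment of 2.84, and its co-localized peak was intronic from 61077461 to 61077860 with a score of 25 and an enrichment of 6.39.

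**Figure D2:**
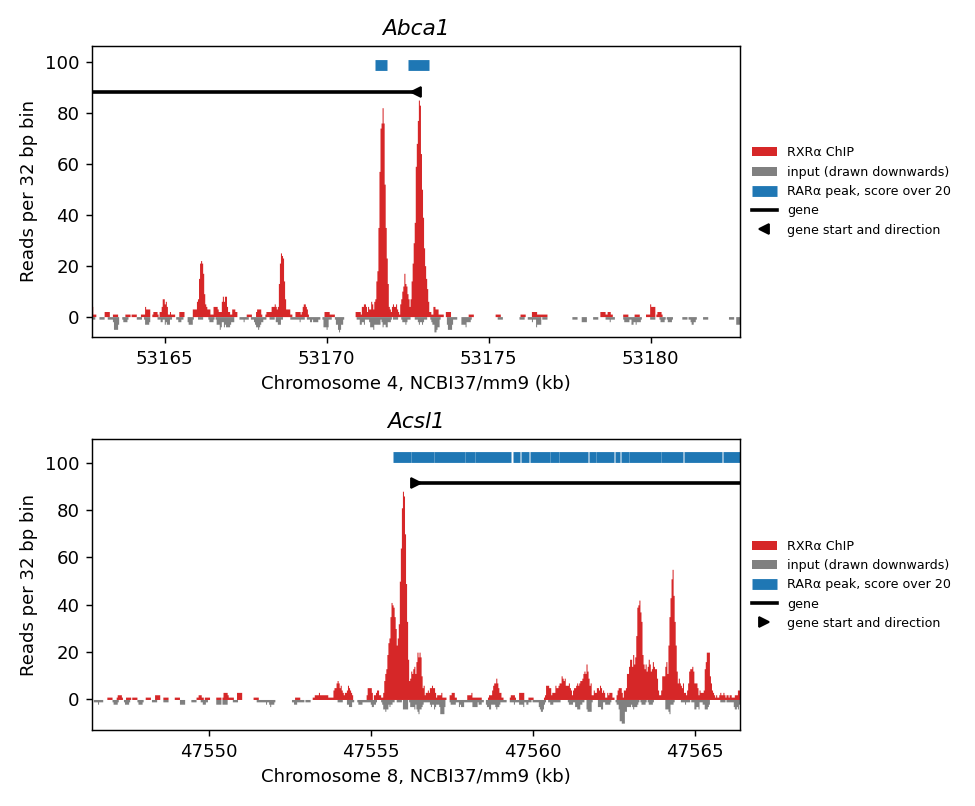
RXRα signal (red, upwards) and input signal (grey, downwards) in reads per 32 bp bin within 10 kb from the TSS of Abca1 (top) and Acsl1 (bottom), with position in kb on NCBI37/mm9 along the horizontal axis. Blue bars are RARα peaks with a score greater than 20, and the black line with its arrowhead is the gene with its TSS and direction. The 2 RARα peaks of Abca1 sit on separate RXRα peaks, while the 18 RARα peaks of Acsl1 form an almost unbroken row over RXRα peaks and the stretches between them.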

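Apoa4 (chromosome 9, TSS at 46048779) had 2 RARα peaks and 1 RXRα region, which did not overlap. Its RXRα region lay at -1611 bp from the TSS, from 46047105 to 46047232, with a ratio over input of 34.8, and its strongest RARα peak lay outside the gene, from 46054841 to 46055210, with a score of 62 and an RXRα enrichment of 1.55. These counts assign each peak to its nearest gene. When any peak within 10 kb from the TSS of Apoa4 was counted, a choice made after seeing the data, 8 RARα peaks and 4 RXRα regions were present and 2 of the RARα peaks were co-localized. The strongest of these, from 46038491 to 46040571 with a score of 146 and an enrichment of 8.53, was nearest to Apoa1. Cyp51 (chromosome 5, TSS at 4104746 on the minus strand) had 2 RARα peaks, and the stronger one, from 4104031 to 4104551 in the untranslated region, co-localized with the only RXRα region of the gene, with a score of 67 and an enrichment of 7.88. Cyp7b1 (chromosome 3, TSS at 18143338 on the minus strand) had 17 RARα peaks, of which 4 were co-localized. The strongest of them, from 18142701 to 18143681 over the TSS, had a score of 107 and an enrichment of 8.46. Elovl1 (chromosome 4, TSS at 118100698) had 3 RARα peaks, of which 2 were co-localized, and the strongest, from 118100381 to 118101171 over the TSS, had a score of 57 and an enrichment of 7.84.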

Peaks located in the Apoa4, Cyp51, Cyp7b1, and Elovl1 could be bound by RXRα and any 4 out of the 5 studied nuclear receptors (Figure 5). 

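Of the 96 genes in Figure 5, 89 had a filtered RARα peak and 74 (77.1%, 95% interval 67.7 to 84.4%) had a RARα peak at the same location as an RXRα region. Random lists of the same size had 44.1 and 18.2 such genes on average and at most 63 and 35, respectively, but the 96 genes had been selected for binding of RXRα and a partner, which makes higher counts likely by selection alone. For 15 genes the RARα peak and the RXRα region lay at different locations within 10 kb, and 7 genes had no filtered RARα peak, namely Scp2, Cyp2c29, Cyp2c37, Cyp2c50, Abcc3, Ppap2c and Scd1. Among the 30 genes that the figure shows as bound by RXRα and the other 5 nuclear receptors, 29 had a filtered RARα peak and 25 had a co-localized one, compared to 49 co-localized among the other 66 genes. Cyp26a1 (ENSMUSG00000024987.5, chromosome 19, TSS at 37772298), which encodes an enzyme that oxidizes RA, had 3 RARα peaks, of which 2 were co-localized. Its highest-scoring peak, from 37778351 to 37779000, was not co-localized and had a score of 25 and an RXRα enrichment of 2.73. In both co-localized peaks, a direct repeat with a spacing of 5 bases (DR5) lay within 2 bp of the RARα summit. The first DR5, GGGTCACAGGCGGGTCA at 37770399 to 37770415, was in a peak with its summit at -1893 bp from the TSS, outside the gene, with a score of 24 and an RXRα enrichment of 23.8. The other DR5, TGAACTTTGGGTGAACT at 37772266 to 37772282, was in a peak with its summit at -23 bp from the TSS, with a score of 21 and an enrichment of 14.0. Scores of 24 and 21 were close to the threshold of 20.

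**Figure D3:**
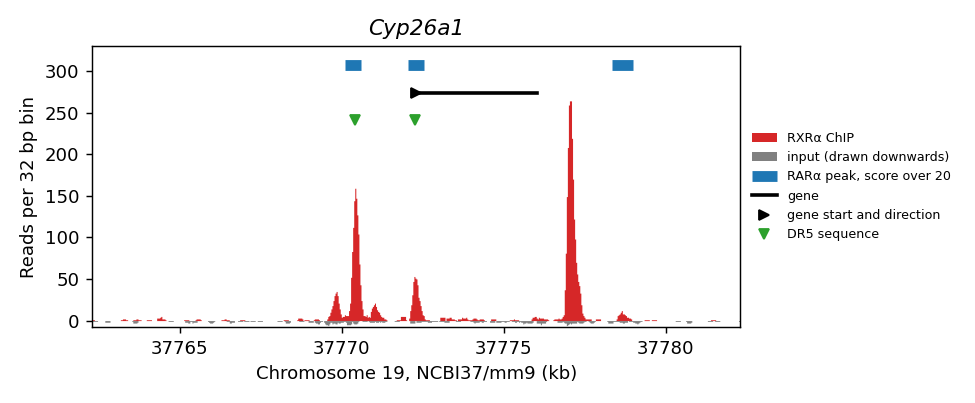
RXRα signal (red, upwards) and input signal (grey, downwards) in reads per 32 bp bin within 10 kb from the TSS of Cyp26a1, with position in kb on chromosome 19 of NCBI37/mm9 along the horizontal axis. Blue bars are RARα peaks with a score greater than 20, green triangles are the DR5 sequences, and the black line with its arrowhead is the gene with its TSS and direction. Both DR5 sequences lie under a RARα peak and an RXRα peak.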

Some of the commonly regulated genes have nuclear receptor binding site at the same location. The data indicated extensive crosstalk among nuclear receptors in regulating the expression of those genes.

**Figure 5:**
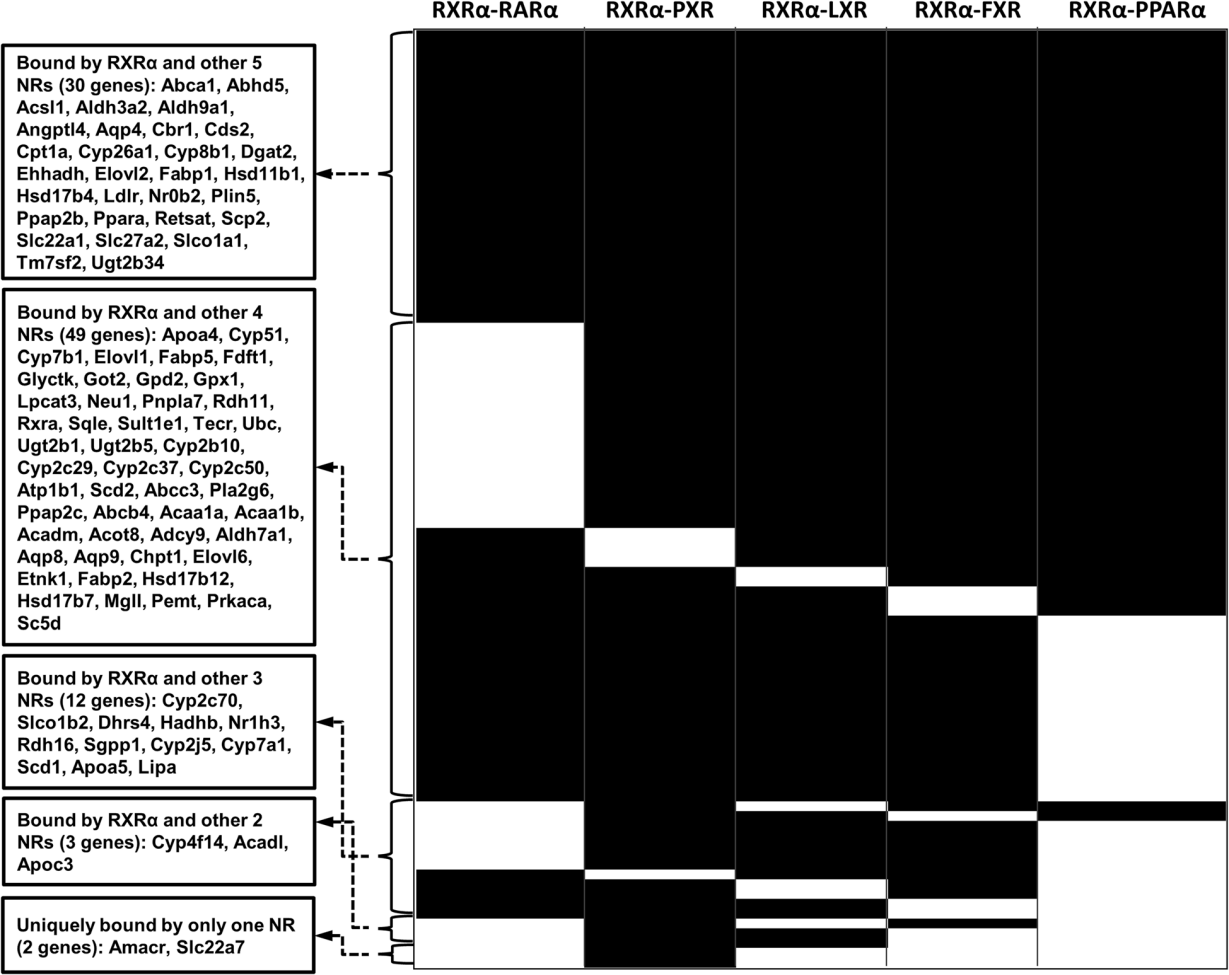
**Heat maps showing the binding profiles of RXRα/nuclear receptor on 96 RA-responsive and RXRα-dependent lipid genes.** RA responsive and RXRα-dependent genes (114) were analyzed by nuclear receptor binding. Among those 114 genes, 96 genes shown in black lines can be commonly regulated by RXRα and its partner. Some of the commonly regulated genes have nuclear receptor binding site at the same location.

### Quantification of serum cholesterol, triglyceride, and bile acid levels

ChIP-Seq and RNA expression profiling indicate the role of RA in controlling lipid homeostasis in the liver. Serum cholesterol, triglyceride, and bile acid levels were quantified to test the genetic findings. The data showed that RA reduced serum cholesterol, triglyceride as well as bile acid levels in wild type mice (Figure 6). However, such effects were not found in hepatic RXRα KO mice. In addition, serum cholesterol and triglyceride, but not bile acid, levels were elevated due to RXRα deficiency. These biochemical findings confirm the role of RA in regulating lipid homeostasis in the liver.

**Figure 6:**
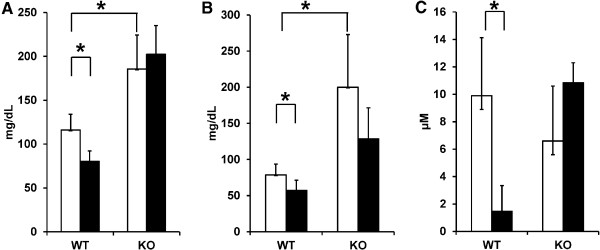
**Serum cholesterol, triglyceride, and bile acid levels in wild type and hepatocyte RXRα KO mice treated with and without RA.** Male wild type (WT) and hepatocyte RXRα KO (KO) mice were fed laboratory chow with (black bars) and without (white bars) all-trans RA (150 mg/kg diet) for 7 days (n = 6). Serum cholesterol **(A)**, triglyceride **(B)**, and bile acid **(C)** levels were quantified at the end of the treatment. * *p* < 0.01.

## Discussion

This study establishes the role of nuclear receptors and RA in regulating lipid homeostasis in the liver. In addition, the mechanisms by which nuclear receptors and RA regulate lipid homeostasis were illustrated at the gene, pathway, and systemic levels. Furthermore, relationships between RXRα and PXR, LXR, FXR, as well as PPARα in regulating lipid homeostasis were analyzed. These nuclear receptors depend on RXRα to execute their functions and more than 85% of their bound genes overlap with those bound by RXRα. The nuclear receptor binding data were strengthened by profiling the expression patterns of 576 lipid genes, which showed that RA treatment and RXRα-deficiency had an opposite effect in regulating lipid homeostasis. Nuclear receptor binding data also illustrated extensive cross talk among the studied nuclear receptors. Thus, our novel in vivo data provided extensive evidence showing the role of RA in dictating lipid homeostasis in the liver.

It is intriguing that more than 85% of the PXR, LXR, FXR, and PPARα binding sites overlapped with those of RXRα. In contrast, only 43% of RARα binding sites overlapped with those of RXRα. It has been shown that RARα can form homodimers [22]. It is also possible that RARα may dimerize with RXRβ and RXRγ to exert its function. Although the percentage of overlapping bindings between RARα and RXRα is not as high as others, the number of genes that could be bound by RXRα/RARα (4554) is the highest, followed by RXRα/PPARα (3468), RXRα/FXR (2019), RXRα/LXR (988), and RXRα/PXR (666), implying the relatively extensive role of these nuclear receptors in regulating hepatic gene expression. It is important to further study the role of RARα and other RARs in the liver. By forming partners with other nuclear receptors, RXRα is a master regulator. Our data showed that more than 8000 hepatic genes were bound by RXRα, and 72% of them overlapped with the genes bound by RARα, PXR, LXR, FXR, or PPARα. The remaining 28% of RXRα binding sites might be bound by RXRα homodimer or the heterodimer of RXRα and VDR or CAR. Thus, the five nuclear receptors (RARα, PXR, LXR, FXR, or PPARα) analyzed in the current study account for almost three quarters of RXRα binding genes in the liver. Furthermore, nearly 50% of RXRα bindings overlapped with the bindings of PXR, LXR, FXR, and PPARα (Figure 1B). Hence, lipid regulation should be one of the major functions of RXRα.

Clustering and PCA showed that the genome-wide binding pattern of RARα is not similar to that of PPARα, LXR, PXR, and FXR. Biological function annotation also showed that RARα has some unique features including protein processing, protein localization, and RNA processing. However, the five studied nuclear receptors also demonstrated functional redundancy. For example, there are four pathways, including oxidation reduction, carboxylic acid catabolic process, organic acid catabolic process, and cofactor metabolic process, that can be regulated by more than four nuclear receptors. This finding suggests the importance of these four pathways in the liver, and the role of RARα in them.

Although PPARα, LXR, FXR, and PXR have extensive roles in regulating lipids, they also have specific roles in regulating different types of lipids. RXRα/PPARα prefers to bind to genes that participate in neutral lipids, glycerol ether, and organic ether as well as fatty acid metabolism processes. All of which are either fatty acid-derived products or precursors for the biosynthesis of fatty acids. Another pathway bound by RXRα/PPARα is the acylglycerol metabolic process, which is involved in triglyceride homeostasis. RXRα/LXR tends to regulate genes involved in sterol metabolism, which is consistent with its known role [23]. RXRα/FXR not only binds to the genes participating in steroid metabolism process, but also those involved in lipid transport and carbohydrate metabolism processes. RXRα/PXR binds to the genes involved in regulating the pyruvate metabolic process at the DNA binding level. Pyruvate is a key intersection for fatty acid, carbohydrate, and protein metabolisms. In addition, RXRα/PXR also regulates response to acute phase, inflammatory, and wounding, implying that PXR can be an excellent target for metabolism and inflammation-related health issues. Lastly, FXR binds to the genes involved in monosaccharide metabolism, which shows the intimate relationship between bile acid and glucose homeostasis [24].

All of the 114 genes that showed differential effects of RA treatment and RXRα deficiency are bounded by RXRα and RARα, PXR, LXR, FXR, and PPARα heterodimers. These findings indicate that those studied nuclear receptors retain RA response in vivo and the effect of RA is dependent upon those nuclear receptors. RA has a broad spectrum of effects including biosynthesis of retinoids, phospholipids, and unsaturated fatty acids. It also has a role in eliminating retinoids, oxidizing saturated fatty acids, and breaking down triglycerides. It seems that RA has extensive beneficial effects in maintaining the health of the liver. Specifically, RA induced the expression of Cyp2c37/38/50/54/70 and Cyp2j5. These genes encode enzymes involved in the generation of epoxyeicosatrienoic acids [25], which have anti-inflammatory effects [26]. In contrast, RXRα deficiency induces the gene expression of Cyp4f that is responsible for the generation of 20-hydroxyeicosatetraenoic acid, a pro-inflammation molecule [25]. In addition, RA increases mRNA levels of cbr1(carbonyl reductase 1), which is responsible for transforming prostaglandin E2 to prostaglandin F2α. Prostaglandin E2 and F2α have different effects in regulating lipid breakdown. Prostaglandin E2 is a lipolysis inhibitor [27]; whereas, prostaglandin F2α has not been shown to have the same effect. Thus, the induction of cbr1 gene expression could be a mechanism by which RA induces lipolysis. RA also induces expression levels of gene encoding proteins for phospholipid biosynthesis, but RXRα deficiency increases the expression of the genes that have a role in the degradation of phospholipids. This finding suggests the potential role of RA in maintaining the normal structure of the cell membrane. Formation of the monolayer of lipoprotein or lipid droplet is one of the major ways that phospholipids regulate lipid metabolism [28]. Phosphatidylethanolamine (PE) and phosphatidylcholine (PC) are two important phospholipids that show different effects on lipid metabolism in humans and rodents. Lower PC/PE ratio induces steatosis or even steatohepatitis in humans [29], however, PE has a greater effect than PC in reducing the cholesterol level in rodents [30]. Our data showed that RA induced the gene expression of ptdss1 (phosphatidylserine synthase 1), which converts PC to PE. Consistently, the ptdss1 gene expression is reduced due to hepatic RXRα deficiency. These gene expression levels and DNA binding data not only showed the underlying mechanism for RA in regulating liver gene expression, but also suggested the biochemical outcome.

## Conclusions

Taken together, the differentiation and morphogenetic effect of RA is well known. However, the current study provides a comprehensive analysis of the role of RA in lipid homeostasis. All-trans RA is the most abundant retinoid that can be easily detected in the liver. Thus, RA is likely to act as a regulator to control hepatic lipid metabolism. Since the effect of RA is broad, it is important to develop specific retinoids in order to target specific pathways. Such efforts may allow us to identify compounds that can be used to treat or prevent metabolic syndromes and other lipid-related health issues.

## Methods

### Materials and animal models

Male wild type mice (12 weeks old) and hepatocyte RXRα-deficient mice (KO) [10,11], which have the same genetic background of C57BL/6, were used. The RXRα KO mice were produced and characterized previously [10,11]. The LoxP sites were inserted into introns flanking the fourth exon of the RXRα gene covering the DNA binding domain, which is deleted after crossing the floxed RXRα allele against a transgenic line in which cre recombinase is expressed under the control of the albumin promoter. The mutant mice express a truncated protein that has the intact ligand binding domain, but lacks the DNA binding domain. Animal protocols and procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Kansas Medical Center and the University of California, Davis.

All ChIP-grade antibodies except anti-RNA Pol II (Millipore, MA) were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA). DNA purification kit was purchased from Qiagen Co. (Valencia, CA). All other ChIP-related reagents were obtained from Invitrogen Co. (Carlsbad, CA).

### Animal treatment

Retinoic acid (Sigma-Aldrich, MO) was given to wild type and hepatic RXRα-deficient mice at a dosage of 150 mg/kg diet for 7 days. As controls, mice were fed with normal diet.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed according to our previously published study [31]. After fixation, the mouse livers were subjected to lysis with cell and nuclear lysis buffer. Sonication was used to fragment the chromatin, followed by precipitation with specified antibodies. The target DNA fragments were obtained by reverse crosslinking and purification. Antibodies against IgG and RNA Pol II were used as negative and positive controls, respectively.

### DNA library preparation and sequencing

By using the End-It DNA End Repair Kit (Illumina, Madison, WI), DNA fragments prepared from ChIP were ligated with specified adaptors and amplified, then size-selected (175-225 bp) on an agarose gel followed by sequencing (High-Seq 2000, Illumina, Madison, WI).

### Alignment, call peak, and annotation of ChIP-seq data

The target sequences were aligned to the mouse genome (http://hgdownload.cse.ucsc.edu/goldenPath/mm10/bigZips/) by Bowtie 0.12.7 [32] followed by peak-calling using MACS (version 1.4.1) [33]. The peaks were annotated using the database (NCBI37/mm9) by Peak Analyzer [34]. The background cut off standard was set to be 20 fold of the input signals [18]. The cut off distance from the transcription start site (TSS) was set to be 10 kb. Co-localization is defined as having at least 25% overlap in their peak widths.

### Microarray

Affymetrix 430 A_2 Chip (Santa Clara, CA) was used to determine the genome-wide mRNA expression levels. Microarray data were annotated using Affymetrix Expression Console (MAS5). The probe signal with *p* values less than 0.05 were used for further analysis.

### ChIP-seq data analysis

All data were treated with the same cut off criteria. The generated RXRα binding data were compared with the data for RARα, PXR, LXR, FXR, and PPARα. The principle component analysis (PCA) and cluster analysis package in SPSS program was used to analyze the global binding data. For both PCA and cluster analysis, called peaks were assigned the value of 1. Not called peaks were assigned the value of 0. Genes with overlapping binding sites of RXRα and each of RARα, PXR, LXR, FXR, and PPARα at the same location were functionally analyzed by the DAVID (http://david.abcc.ncifcrf.gov/) [35].

### Lipid homeostasis analysis based on mRNA expression

Genes (579) involved in regulating lipid homeostasis were extracted from the KEGG database (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/). The expression of those 579 genes were determined in wild type and liver RXRα KO mice treated with and without RA (n = 3) for 7 days. After multiple comparisons, only 30 and 36 out of all 579 lipid homeostasis genes showed significant change at the corrected p-value of 0.05 after RA treatment and RXRα knockout, respectively. Therefore, IBM SPSS PCA package was used to differentiate groups based on the global expression pattern of all 579 lipid homeostasis genes.

### Serum lipid assays

Triglyceride, cholesterol, and bile acids in the serum were assayed using a commercially available kit (Pointe Detroit, Michigan) that was modified to a 96-well format. Spectrophotometric analysis was conducted with a Bio-Tek microtiter plate reader (Bio-Tek, VT).

### Availability of supporting data

The microarray and ChIP-Seq data supporting the results of this article are available with accession numbers of GSE50028 and GSE46762, respectively, in the GEO repository (http://www.ncbi.nlm.nih.gov/geo/).

## Abbreviations

RA: Retinoic acid; ChIP: Chromatin immunoprecipitation; seq: Sequencing; RXRα: Retinoid x receptor alpha; RARα: Retinoic acid receptor alpha; PXR: Pregnane x receptor; LXR: Liver x receptor; FXR: Farnesoid x receptor; PPARα: Peroxisome proliferator-activated receptor alpha; DAVID: Database for annotation, visualization and integrated discovery; PCA: Principal component analysis; WT: Wild type; KO: Knockout; NR: Nuclear receptors; KEGG: Kyoto encyclopedia of Genes and genomes; PE: Phosphatidylethanolamine; PC: Phosphatidylcholine.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YH: Performed experiments, analyzed data, generated figures and tables as well as prepared manuscript. LG: Microarray experiments and analysis. YF: Sequence alignment and call peaks. QZ: Functional annotation. H-XL: Animal experiments. YL: Statistics analysis. GLG: FXR ChIP Seq data generation. LL-M: Microarray data generation. JF: Sequence alignment and call peaks. Y-JYW: Generated idea and supervised the all overall performance of the project. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

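The RXRα, RARα and input libraries were each made from wild type mouse liver, with 1 library per antibody, so no comparison between libraries has a replicate check. The authors aligned the reads with Bowtie, called peaks with MACS and annotated them with Peak Analyzer. For RXRα and input, the authors deposited a signal on a linear scale, which is whole-number coverage in 32 bp bins with empty bins left out. The total of each track corresponded to 9.99994 M reads for RXRα and 9.99929 M for input, which is the depth that all values given here rest on. The highest bin of both tracks was at 98507297 on chromosome 2, with a signal of 5810 in RXRα and 49194 in input. For RARα, the deposited list holds a score per peak, which the authors cut at 20. The paper's methods set the background cut off to 20 fold of the input signals, and the list itself does not say whether the score is a fold over input. The deposited list also gives a false discovery rate in percent as the peak caller gave it, and it was not used as a filter.

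The paper's methods name mm10 for the alignment and NCBI37/mm9 for the annotation. The header of the signal files names mm9, and the RARα peaks reach position 197068270 on chromosome 1, with 0 peaks beyond the end of a chromosome of NCBI37, so NCBI37/mm9 coordinates, sequence and genes were used throughout. The peak list has no gene names and no distances to a TSS. The set of TSS was therefore chosen after the files were seen, and before any peak was counted, as the 5′ ends of protein-coding genes in GENCODE release M1. The score threshold, the distance of 10 kb, the 20-fold cut off over input and the overlap of 25% follow the paper's methods. The use of the larger of local and mean input, the scaling of the tracks, the joining of bins within 200 bp and the reference of the overlap to the narrower interval are choices made here. These settings and the alternatives to them were fixed before the data were examined, except where the text says otherwise.

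RXRα regions were computed from the signal after scaling both tracks to the same mean. This scaling moved exact ratios of 20 to just below the threshold. Without it, 15369 regions lay within 10 kb from a TSS. RXRα enrichment at a RARα peak is the mean RXRα signal over the peak divided by the mean input signal, where the input is at least the genome mean of 0.603 per bin. A gene counted as bound when it was the nearest gene of a filtered peak or region, and as co-localized when at least 1 of its RARα peaks overlapped an RXRα region by 25% of the narrower interval. Controls at the main threshold were 100 circular shifts along the chromosome and 100 moves of each RARα peak to the TSS of another RARα-bound gene at the same distance. The comparison across RXRα thresholds, with its figure, the 95th percentile of moved peaks without an RXRα region, and the shifts of RARα peaks beyond 10 kb used 20 draws. The Figure 5 genes were compared with 10000 random gene lists, although the paper had chosen them by binding, so this comparison is no independent test. No p-values were computed, because peaks and genes within a library are not replicates.

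The detection and overlap steps were tested on simulated data. Of 994 planted regions above the threshold 100% were found, of 1006 planted below it 0% were found, 0 regions appeared elsewhere, and of 1000 simulated peaks with 40% planted on regions 40% were recovered. The planted signals lay far from the threshold over a constant input, and the simulated tracks were not scaled. The outcome was therefore fixed by these settings. It checks that the steps run as defined and says nothing on accuracy near the threshold or under uneven input. Sequence motifs were searched in windows of 201 bp around summits, in flanking windows 500 bp away and in scrambled windows. Direct repeats were copies of the nuclear receptor half-site with a spacing of 1 to 5 bases. The CTCF-like motif of 12 bases was defined after short sequences that were frequent at distal RARα peaks had been looked at. Abutting RARα peaks were merged where the next start was 10 bp after the previous end.

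The named genes were fixed before the data were examined as the genes the paper names in its binding results and discussion, Cyp26a1, Rxra and Rara, and the 3 highest-scoring RARα peaks with and without an RXRα region. Genes of Figure 5 are also named where a count has an exception. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and matplotlib 3.10.9 for the plots. PXR, LXR, FXR and PPARα binding, DAVID annotation, gene expression and serum values were not analysed here.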

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

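The scrambled-window test of the motif and its comparison with RXRα regions were chosen after the motif had been seen, and the other tests in this part before their results were seen.

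The paper analyses binding within 10 kb from a TSS. In the RXRα signal, 27023 of the 42117 regions (64.2%) lay further away, and their median highest ratio over input was 36.0, compared to 34.0 for the regions within 10 kb. Incomplete annotation was tested by adding the starts of all genes and transcripts, and 74.8% of these regions still lay beyond 10 kb. Input exceeded 10 times its mean at 0.0518% of the regions, but the threshold over local input leaves out nearly all such bins, so the share of input hot spots cannot be judged from this value. No biological explanation was tested, since the design has 1 condition.

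Among the RARα peaks with a score greater than 20, 14853 lay beyond 10 kb, and 31.2% (95% interval 30.5 to 32.0%) of them overlapped an RXRα region. When these peaks were shifted along the chromosome, 0.986% overlapped on average, so chance overlap does not account for the share. Within 10 kb the share was 33.1%. The order depended on the score. Between scores of 20 and 30, 36.4% of the distal peaks and 24.8% of the peaks within 1 kb were co-localized, while between 30 and 50 these shares were 25.9% and 30.8%, between 50 and 100 they were 23.2% and 37.7%, and above 100 they were 39.4% and 46.1%. At 1 to 10 kb from a TSS the shares in these 4 classes were 36.1%, 33.2%, 32.7% and 43.6%.

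Of the 10218 distal RARα peaks without an RXRα region, 25.8% (95% interval 25.0 to 26.7%) held the CTCF-like motif within 100 bp of the summit, compared to 0.411% of their flanks. The motif was defined after short sequences frequent at distal RARα peaks had been looked at. Part of its excess over flanks and scrambled windows at these peaks may follow from that choice. Among distal RARα peaks with an RXRα region the share was 5.70%. At 1 to 10 kb from a TSS it was 19.3% without an RXRα region and 5.30% with one. Within 1 kb these shares were 3.06% and 2.20%, so the contrast was much smaller there. As a ratio, the contrast between distal peaks without and with an RXRα region was smaller above a score of 30 than below. The shares were 21.0% and 1.95% at scores of 20 to 30, 28.8% and 8.98% at 30 to 50, 34.1% and 18.3% at 50 to 100, and 26.0% and 11.3% above 100. Base composition was tested by scrambling the windows, of which 0.166% held the motif. Binding of RXRα at the same sites was tested in the 4000 strongest RXRα regions, of which 0.375% held it. Open chromatin that any library would pick up was tested by the RXRα enrichment of distal peaks with the motif divided by that of distal peaks without it, which was 0.808, and the corresponding ratio of input was 0.983. Because these peaks had been selected for lacking RXRα, this test leaves open chromatin possible. With abutting peaks merged, the motif was at the top summit of 31.9% of 8125 distal RARα regions without RXRα and of 6.42% of 4487 with it. A part of the distal RARα peaks may therefore mark sites of an insulator protein. The files cannot tell whether RARα was present at those sites or whether the precipitated chromatin carried them for another reason, and the pattern cannot be told apart from open chromatin.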

How the results depend on the processing

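Of 99 alternative values for 13 results, 48 stayed within the confidence interval of the main value or within 1.5 times a count, and 51 moved. The share of RARα-bound genes with co-localized RXRα crossed 50% with the RXRα threshold at 15, 10 or 5 times input and with the mean input alone, and the share of RXRα-bound genes with co-localized RARα fell below 50% at 5 times input and with RARα scores greater than 50 or 100. Leave-one-out analysis was not possible with 1 library each. No paired analysis was possible because the groups have 1 library each. Unless a value shows it, the cause of a shift was not tested. The TSS sets of all genes and of all transcripts, the mean-only input for the shares, the merging of abutting peaks, and the count of any peak or region within 10 kb of a Figure 5 gene, whichever gene is nearest, were chosen after seeing the data.

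At 10 times input there were 32062 RXRα regions within 10 kb and 12098 RXRα-bound genes, 62.2% of RARα peaks and 71.2% of RARα-bound genes were co-localized, 59.4% of RXRα-bound genes were, and 65.0% of co-localized peaks lay within 1 kb from a TSS. At 5 times input these values were 73161, 18588, 83.8%, 89.6%, 49.0% and 64.7%. With the number of regions brought close to the paper's number of RXRα peaks (a threshold of 18.3 times), 39.2% of RARα peaks, 48.1% of RARα-bound genes and 55.8% of RXRα-bound genes were co-localized, and 61.9% of co-localized peaks lay within 1 kb. With the mean input alone there were 23034 RXRα regions, and the 3 co-localized shares were 57.8%, 65.9% and 64.8%. With abutting RARα peaks merged they were 41.2%, 44.7% and 57.2%.

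The share of co-localized RARα peaks was 34.1% with an overlap of 1 bp and 31.7% with 50%, both outside the interval of the main value. Without the RARα score threshold there were 60408 RARα peaks, a median RXRα enrichment of 2.72 and a Spearman correlation of 0.399 between score and enrichment. With scores greater than 50 there were 5188 RARα peaks, 4314 genes and 59 Figure 5 genes, 38.0% of peaks and 23.3% of RXRα-bound genes were co-localized, 79.5% of co-localized peaks lay within 1 kb, and the median enrichment was 4.78. With scores greater than 100 there were 873 peaks, 798 genes, 16 Figure 5 genes and 10 of the 30 genes bound by all receptors, and the shares were 45.7% of peaks, 48.1% of RARα-bound genes, 5.02% of RXRα-bound genes and 83.7% within 1 kb. Within 1 kb from a TSS there were 11208 RARα peaks, 5293 RXRα regions and 4421 RXRα-bound genes, and without a distance limit 32946 RARα peaks. Without division by input the median enrichment was 11.3 and the correlation 0.113. With a lower floor on the input, they were 4.69 and 0.0191.

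The RXRα signal rests on 9999939 reads, with 9999292 for input. At 20 times input, a bin had to reach 12.1 reads where input was at or below its mean.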

Differences from the paper's values

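The deposited RXRα signal corresponded to 10.0 M reads, against the paper's 18 M uniquely mapped reads. The input signal held nearly the same number, 9.99929 M reads. Whether either signal holds all mapped reads of its library cannot be told from it. No alternative set before the data were examined changes the number of reads for RXRα.

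The paper's Fig. 5 shows about 63 of its genes as bound by RARα, read by eye. Here 89 of the 96 genes had a filtered RARα peak, and 74 had one co-localized with RXRα. With RARα scores greater than 50, 59 genes had a RARα peak. The figure shows Scp2 among the genes bound by RXRα and every other receptor, and no RARα peak with a score greater than 20 was assigned to it here. Of the 30 genes in that group, 5 had no RARα peak co-localized with RXRα, namely Cds2, Dgat2, Hsd11b1, Ppap2b and Scp2. Without the score threshold, all 30 genes had a RARα peak. The figure shows Cyp2c29 as bound by RXRα, and no RXRα region was found within 10 kb from its TSS at 20 or 10 times input. At 5 times input, all 96 genes had an RXRα region. The text places Apoa4 among genes whose peaks could be bound by RXRα and 4 of the other receptors, and the RARα peaks assigned to Apoa4 as their nearest gene did not overlap its RXRα region here. The text does not say whether RARα is one of these 4, so this need not be a difference from it. When any peak within 10 kb from the TSS was counted, a choice made after seeing the values, Apoa4 had 2 co-localized RARα peaks. Under the same choice 76 of the 96 genes and 25 of the 30 genes had a co-localized RARα peak, and Cds2, Dgat2, Hsd11b1, Ppap2b and Scp2 still had none.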

Other observations

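The tests of the RXRα signal below the threshold, of position in the correlation between score and enrichment, and of the spacing of abutting peaks were chosen after the results had been seen, and the other tests before. The first of them replaced a comparison whose outcome was fixed by the threshold. The tests of local input, of input hot spots, of scrambled direct repeats, of signal over gene bodies and of high input over long regions were at first read as speaking against their explanations, and were left open after their values had been seen. The patterns were found and tested on the same data, and with 1 condition no pattern was compared between conditions.

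RARα peaks overlapped RXRα regions more often than promoter proximity gives, since peaks moved to the TSS of another RARα-bound gene overlapped in 14.8% of cases and the real peaks in 33.1%. With 20 draws, the ratio between the real and the moved peaks was 1.72 at 5 times input and 2.52 at 30 times input, so the excess was present at each threshold tried from 5 to 30.

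RARα peaks without an RXRα region may partly hold RXRα binding below the 20-fold threshold. Of these peaks, 11.0% had an RXRα enrichment above the 95th percentile (6.81) of moved peaks that also lack an RXRα region, where 5% would lie by chance. The median input over these peaks divided by that over co-localized peaks was 0.988, but the input over RARα peaks in general had a median of 1.66 per bin against a genome mean of 0.603, and ignoring the local input raised the co-localized share from 33.1% to 57.8%. The local input therefore remains a candidate explanation for part of the missing regions. The peaks without an RXRα region were richer in CpG, with a ratio of 1.14 between the median observed-to-expected CpG of both groups, so CpG-rich promoters remain a candidate explanation for part of them. Within 1 kb from a TSS the medians were 0.839 without and 0.790 with an RXRα region. At 1 to 10 kb they were 0.273 and 0.279, so the peaks without an RXRα region were not richer in CpG there.

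The Spearman correlation of the RARα score with RXRα enrichment was 0.045 among filtered peaks and 0.399 without the score threshold, which narrows the range of scores. By position, the correlation was 0.0937 within 1 kb and -0.0506 between 1 and 10 kb. Within 1 kb, the co-localized share nevertheless rose with the score, from 24.8% between 20 and 30 to 30.8% between 30 and 50, 37.7% between 50 and 100 and 46.1% above 100, and the median enrichment rose from 4.26 in the lowest to 5.09 in the highest of these classes.

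Direct repeats with a spacing of 1 to 5 bases were present at 1.12% of co-localized RARα summits within 10 kb and in 0.501% of their flanks. At the peaks without an RXRα region these shares were 0.206% and 0.409%, so the ratio to the flanks was 4.42 times higher at co-localized peaks. Scrambled co-localized windows held a direct repeat in 0.0501% of cases, but the flanks also exceeded this value, so scrambling does not settle whether base composition contributes. The 4000 strongest RXRα regions held a direct repeat in 4.22% of cases against 0.575% of their flanks. Direct repeats with this strict half-site may thus mark only a small part of the sites shared by both receptors. Cbr1, which the paper discusses, had a DR5, TGAACCGGTCTTGAACC, on chromosome 16 from 93608119 to 93608135, inside a co-localized RARα peak with a score of 53 and an RXRα enrichment of 4.93.

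The RARα list contains rows of abutting peaks. Of 143259 neighbouring pairs, 35.5% were separated by exactly 10 bp and 1.3% by 11 to 20 bp, which is consistent with broad enriched regions that were split into parts. Merging them left 92167 regions, and 67.9% of the filtered RARα peaks belonged to a region of several parts. Regions with several parts were co-localized in 49.8% of cases and single peaks in 29.5%, so counts of shared peaks depend on how the parts are counted. There were 145 merged regions over 5 kb, and 1 of them, at Acsl1 (chromosome 8, 47575251 to 47613641), had 79 parts over 38391 bp. Signal over gene bodies was tested as an explanation. The ratio of RARα peaks 1 to 10 kb downstream of a TSS to those upstream, divided by that of RXRα regions, was 1.01. This test covers all peaks in that range and not the runs themselves, and the region at Acsl1 lies further downstream, so it leaves signal over gene bodies open. The ratio itself was 1.36 for RARα peaks and 1.35 for RXRα regions. With abutting peaks merged, 3966 downstream RARα peaks became 2777 and 2919 upstream peaks became 2524, so more of the merged parts lay downstream. Moreover, 83.4% of the merged regions over 5 kb lay mostly inside 1 gene, compared to 49.2% of single peaks, and whether their length alone gives this difference was not tested. The median input of the long regions was 1.05 times that of single peaks. Single peaks also had a median input (1.63) above the genome mean of 0.603, so this comparison does not rule out raised input.

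Several Cyp2c genes that the paper reports as induced by RA had no filtered RARα peak, namely Cyp2c37, Cyp2c38, Cyp2c50 and Cyp2c54, while each had at least 1 RXRα region, with highest ratios over input of 104.5, 23.2, 26.5 and 23.2. Cyp2c70 had 14 RARα peaks and Cyp2j5 had 1. Loss of reads in a cluster of near-identical genes was tested by the mean input within 10 kb, which was 0.631 per bin for Cyp2c29, 1.18 for Cyp2c37 and 1.37 for Cyp2c50, against a median of 0.647 over genes. A lower mean input was found for 47.9% of all genes in comparison with Cyp2c29, which had neither a RARα peak nor an RXRα region, and for 93.5% in comparison with Cyp2c37. Cyp2c38 and Cyp2c54, added later, had 0.901 and 1.01. Ptdss1 had 1 RARα peak with a score of 21 and no RXRα region, with an RXRα enrichment of 0.762 at that peak. However, the highest bin within 10 kb from the TSS of Ptdss1 held 11 RXRα reads and 0 input reads. Its ratio of 18.3, with the input set to its mean, was just below the threshold. The highest bins of Cyp2c38 and Cyp2c54 held 14 RXRα reads and 0 input reads each. These genes and Ptdss1 therefore lay close to the threshold on either side, and only few reads separated presence from absence of a region. The receptor genes themselves were bound by both receptors. Rara had a co-localized intronic peak on chromosome 11 from 98794411 to 98794880 with a score of 52 and an RXRα enrichment of 31.0, and Rxra had 12 RARα peaks, of which 4 were co-localized.

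The strand entry of the RARα list equalled the strand of the nearest gene for 93.7% of the filtered peaks and 85.1% of all peaks.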
